# Potential Role for PAD2 in Gene Regulation in Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0041242

**Published:** 2012-07-24

**Authors:** Brian D. Cherrington, Xuesen Zhang, John L. McElwee, Eric Morency, Lynne J. Anguish, Scott A. Coonrod

## Abstract

The peptidylarginine deiminase (PAD) family of enzymes post-translationally convert positively charged arginine residues in substrate proteins to the neutral, non-standard residue citrulline. PAD family members 1, 2, 3, and 6 have previously been localized to the cell cytoplasm and, thus, their potential to regulate gene activity has not been described. We recently demonstrated that PAD2 is expressed in the canine mammary gland epithelium and that levels of histone citrullination in this tissue correlate with PAD2 expression. Given these observations, we decided to test whether PAD2 might localize to the nuclear compartment of the human mammary epithelium and regulate gene activity in these cells. Here we show, for the first time, that PAD2 is specifically expressed in human mammary gland epithelial cells and that a portion of PAD2 associates with chromatin in MCF-7 breast cancer cells. We investigated a potential nuclear function for PAD2 by microarray, qPCR, and chromatin immunoprecipitation analysis. Results show that the expression of a unique subset of genes is disregulated following depletion of PAD2 from MCF-7 cells. Further, ChIP analysis of two of the most highly up- and down-regulated genes (PTN and MAGEA12, respectively) found that PAD2 binds directly to these gene promoters and that the likely mechanism by which PAD2 regulates expression of these genes is via citrullination of arginine residues 2–8–17 on histone H3 tails. Thus, our findings define a novel role for PAD2 in gene expression in human mammary epithelial cells.

## Introduction

The post-translational conversion of positively charged arginine to neutral citrulline residues in proteins is catalyzed exclusively by the peptidylarginine deiminase (PAD) enzyme family. PAD activity is alternatively termed citrullination or deimination, and mediates wide ranging effects on protein structure, function, and protein-protein interactions 1–5.

PAD2 appears to be the ancestral PAD homologue and is widely expressed in mammalian tissues [6]. Regarding targets and function, PAD2 can citrullinate vimentin in macrophages resulting in filament network breakdown and possibly apoptosis [7]. PAD2 also citrullinates IKKγ in macrophages which suppresses NF-κB activity [8]. In the brain, PAD2 citrullinates myelin basic protein (MBP), a major component of the myelin sheath and this activity has been found to be elevated in multiple sclerosis [9], [10]. PAD2 activity has also been described in reproductive tissues. PAD2 protein is expressed in the epithelium of the uterine endometrium and the pituitary gland in rodents [11], [12]. Interestingly, PAD2 expression and citrullination activity in reproductive tissues is strongly tied to the estrous cycle, with both expression and enzymatic activity reaching their peak during the secretory phase [11]–[13].

To date, PAD4 is the only PAD family member with a documented role in gene expression. PAD4 was initially found to target histone tail arginine and methyl-arginine residues for citrullination [14]. At a promoter-specific level, PAD4 catalyzed histone citrullination has been correlated with repression of the estrogen-responsive gene *TFF1* and apoptosis-associated *p21* and *OKL38* genes [14]–[18]. In addition to gene repression, we recently carried out a genome-wide ChIP-chip study and found that PAD4 also appears to play an important role in gene transactivation in MCF-7 breast cancer cells. Further, we found that PAD4 is enriched at the Elk-1 transcription factor binding site motif within the serum response element (SRE) of the *c-fos* gene promoter [19]. This work further characterized the role of PAD4 in gene expression and defined it as a novel transcriptional co-activator.

We also recently found that PAD2 expression in the canine mammary gland initiates within a subset of epithelial alveolar cells during estrus and reaches peak expression levels during diestrus, with strong PAD2 staining detected in the nuclei at this stage. In this tissue, citrullination activity is primarily seen during diestrus and is confined to epithelial cell nuclei at this stage [20]. Interestingly, the N-termini of histone H3, but not H4, appear to be the primary target of PAD activity in canine mammary epithelium suggesting that PAD2-mediated histone citrullination may play a role in gene regulation in the mammary gland [20].

To expand upon our findings in the dog, here we illustrate for the first time that PAD2 is also expressed in human breast luminal epithelial cells. Further, we present data indicating that a portion of PAD2 localizes to the nucleus of MCF-7 cells and binds to chromatin. Using a genome-wide microarray approach, we identified a subset of genes whose expression is affected by PAD2-depletion, indicating that these genes may be targeted for regulation by PAD2. Our ChIP analysis of the most highly up- and down-regulated genes in the PAD2 knockdown line (PTN and MAGEA12) shows that PAD2 appears to bind directly to their promoters and citrullinate histone H3 arginine residues at these sites, thus further supporting the hypothesis that PAD2 regulates gene expression. Interestingly, given that both PTN and MAGEA12 are strongly associated with mammary tumor progression, our findings also suggest that PAD2 may play a role in breast cancer development. This prediction is supported by our finding that depletion of PAD2 from MCF-7 cells significantly suppresses cell proliferation.

**Figure 1:**
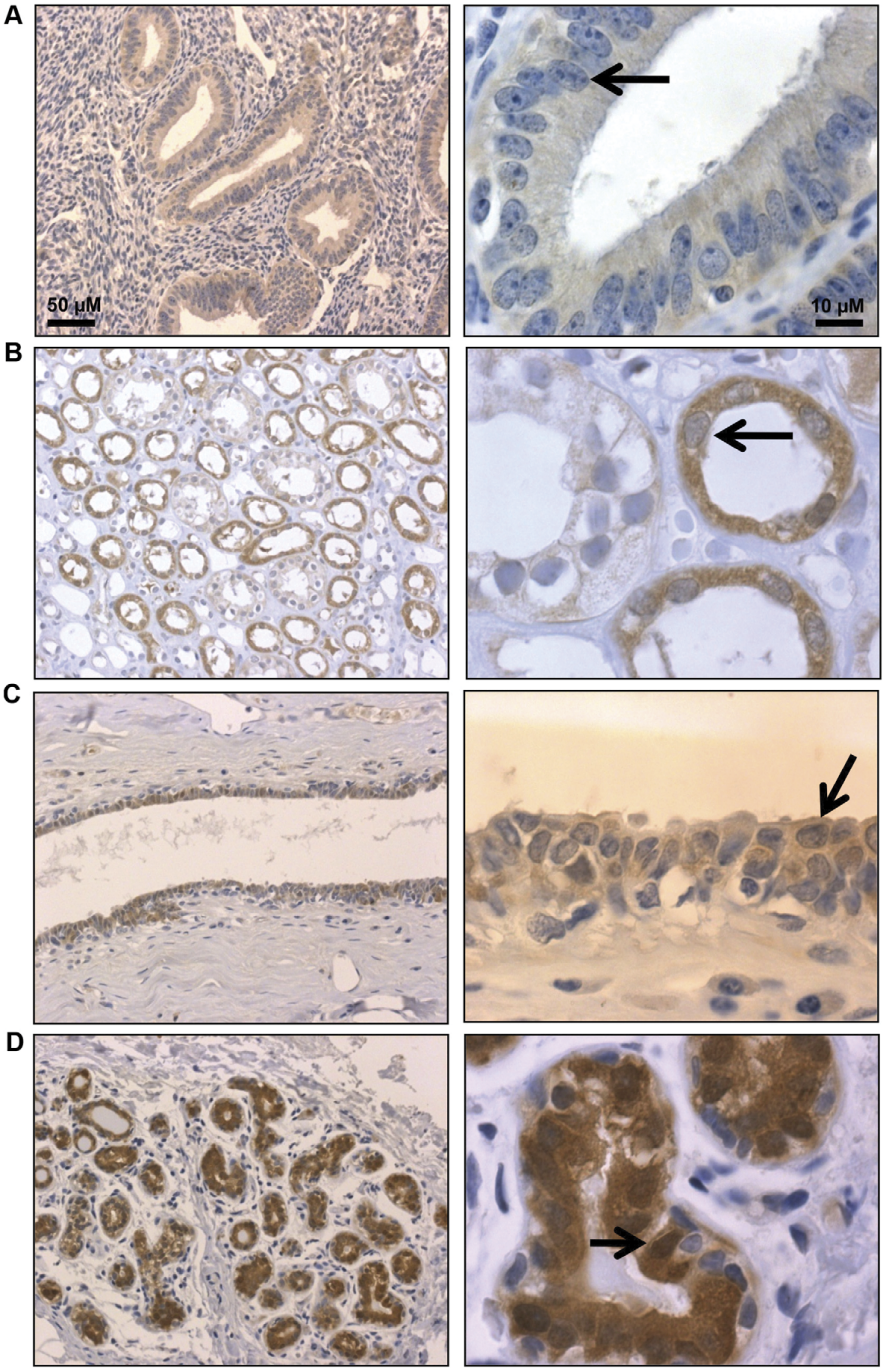
PAD2 is expressed in human endometrial, kidney, breast ductal and luminal epithelial cells. (A) Endometrial, (B) kidney, (C) mammary duct, and (D) mammary alveolar epithelial cells express PAD2, while staining is absent (or weak) in adjacent tissue. Tissue sections were probed with anti-PAD2 antibody or equal concentration of rabbit IgG as a control and counterstained with hematoxylin. The black arrows indicate epithelial cells with varying PAD2 staining in the nucleus between different tissues.

## Experimental Procedures

### Materials

Human tissue microarray slides were obtained from the Cooperative Breast Cancer Tissue Resource (National Cancer Institute) and from the Cooperative Human Tissue Network (CHTN) (University of Virginia). MCF-7 and 293 HEK cells were grown in DMEM (Invitrogen, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS) (Invitrogen), and 1% antibiotic antimycotic (Sigma-Aldrich, St. Louis, MO) and maintained in a humidified atmosphere of 5% CO_2_ at 37°C as previously described [19]. Stable shRNA control and PAD2 knockdown MCF-7 cell lines were created by transfecting cells with Sigma MISSION shRNA vectors using FuGENE6 (Roche, Pleasanton, CA). Clones were selected with 2 µg/ml of puromycin. The 437 amino acid truncated PAD2 cDNA was purchased from Open Biosystems (Hunstville, AL). The cDNA was removed from pCMV-SPORT6 by digestion with EcoRI and NotI. The resulting fragment was then ligated into pCDNA3.1+ previously digested with EcoRI and NotI and clones sequence verified. The PAD2 278 and 140 amino acid truncated isoforms were constructed following a QuikChange XL site-directed mutagenesis protocol (Agilent, Santa Clara, CA) and verified by sequencing. Primers to create 1 base pair mutations to insert stop codons were as follows: 278 5′-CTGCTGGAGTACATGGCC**T**AGGACATTCCCCTG-3′, 140 5′-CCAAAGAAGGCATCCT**A**GACCTGGGGCCCC-3′.

### Immunohistochemistry and Immunofluorescence

IHC and IF experiments were carried out using a standard protocol previously described [20]. Briefly, slides were rehydrated in 3X 5 minute washes in xylene followed by single sequential 5 minute washes in 100, 95, and 75% EtOH. Slides for IHC were then incubated for 10 minutes in 0.5% hydrogen peroxide in methanol to quench endogenous peroxidases, however this step was omitted for IF slides. Next, slides were submerged in 0.01 M sodium citrate and boiled 2X for 10 minutes to retrieve antigens. After cooling, slides were washed in 1X PBS and then blocked in 10% normal goat serum and 2X casein (Vector Labs, Burlingame, CA) for 20 minutes at room temperature in a humidified microprobe chamber. Next, slides were blotted to remove excess blocking solution and then primary antibody diluted in 1X PBS was added for 2 hours at room temperature. Antibody dilutions are as follows: anti-PAD2 1∶100 (ProteinTech #122100-1-AP, Chicago, IL), anti-Cytokeratin 1∶100 (Dako MS3515, Carpinteria, CA), anti-H3K9 acetyl 1∶200 (Abcam, ab12179, Cambridge, MA), anti-HP1α 1∶200 (Millipore, #05-689, Billerica, MA), anti-H3K9 dimethyl 1∶200 (Abcam, ab1220), anti-H3K27 trimethyl 1∶100 (Abcam, ab6002), anti-PAD4 1∶100 (Sigma, P4749), anti-FLAG M2 1∶200 (Sigma, F1804). After washing three times, slides were incubated with a secondary antibody (biotinylated secondary for PAD2) diluted 1∶200 in 1X PBS for 1 hour at room temperature then washed 3X in PBS. IHC slides were incubated in DAB chromagen (Vector Labs) solutions according to the manufacturer’s protocol, washed and then counterstained with hematoxylin and coverslip mounted. IF slides were incubated in streptavidin conjugated-488 (Invitrogen), washed and then mounted using Vectashield containing DAPI (Vector Labs). During each experiment, duplicate slides were treated with control rabbit or mouse IgG antibody at the appropriate concentrations as a negative control.

**Figure 2:**
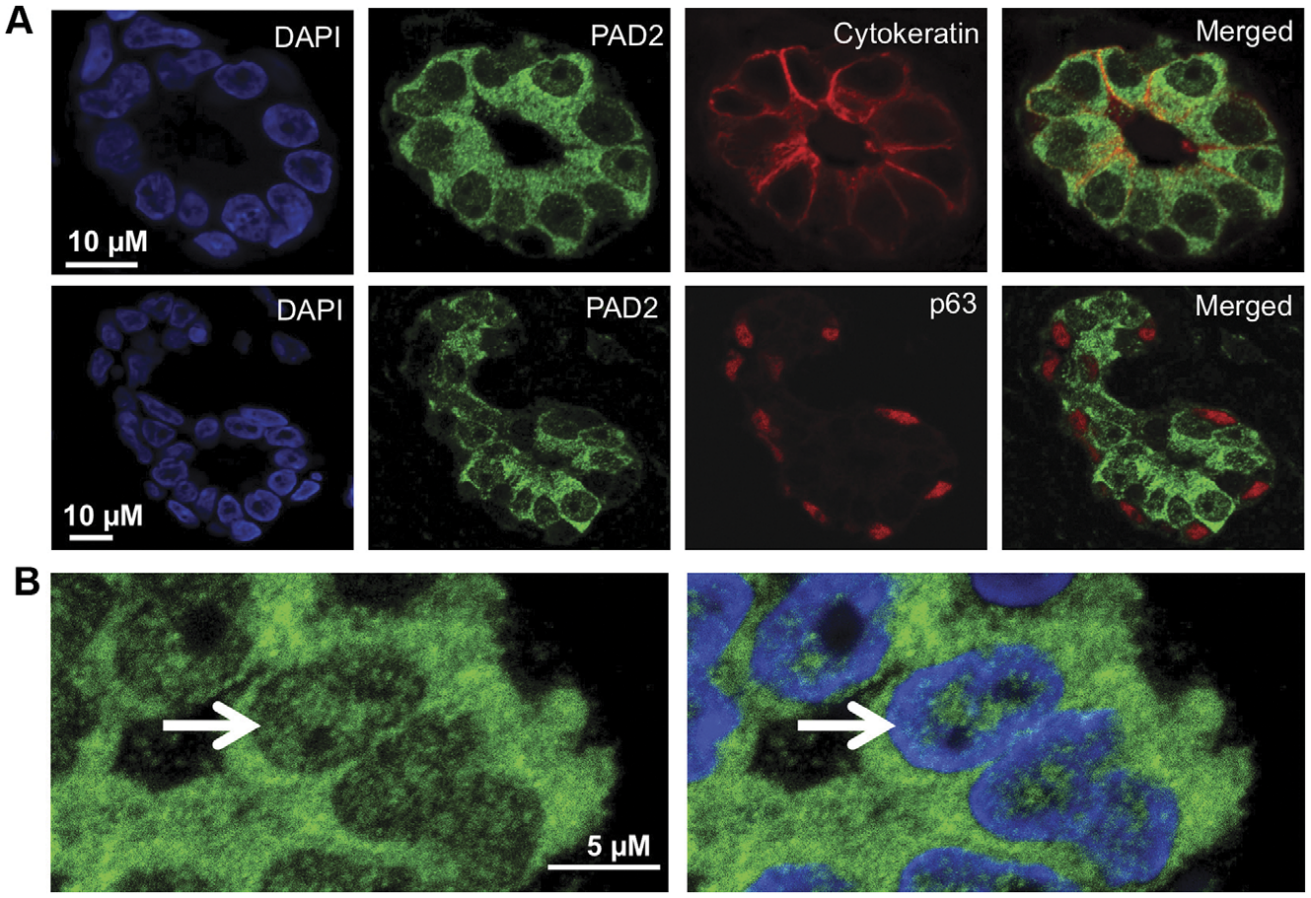
PAD2 is detected in the cytoplasm and nucleus of human breast luminal epithelial cells. (A) PAD2 is expressed in luminal but not myoepithelial human breast cells. Normal human breast tissue sections were probed with anti-PAD2 (green fluorescent signal), anti-cytokeratin (luminal marker - red fluorescent signal), and anti-p63 (myoepithelial marker - red fluorescent signal) antibodies or equal concentration of rabbit and mouse IgG as a control and nuclei are stained with DAPI. (B) A portion of PAD2 staining in human breast epithelial cells is detected in the nucleus. Normal human breast tissue sections were probed with anti-PAD2 (green fluorescent signal) and nuclei are stained with DAPI. The white arrow illustrates a breast epithelial cell with robust PAD2 staining in the nucleus.

### Western Blotting, Chromatin Fractionation, and Cell Proliferation Assays

Cells were lysed in RIPA buffer containing 20 mM Tris (pH 8.0), 137 mM NaCl, 10% glycerol, 1% NP-40, 0.1% SDS, 0.5% deoxycholate, and 0.2 mM PMSF and 1X general protease inhibitor. Protein concentration in lysates was determined by Bradford Assay prior to gel loading to ensure equal protein loading. 6X sample buffer (300 mM Tris-HCl, pH 6.8, 60% glycerol, 30 mM DTT, 6% SDS) was added to yield a final concentration of 1X and lysates were boiled at 95°C for 5 min. Samples were subjected to SDS polyacrylamide gel electrophoresis on a 10% gel (acrylamide:bis-acrylamide ratio of 29∶1) and electro-blotted to Immobilin PVDF membranes (Millipore). Membranes were blocked in 1X casein diluted in Tris buffered saline (TBS). Anti-PAD2 1∶1000 (ProteinTech) and anti-FLAG M2 1∶4000 (Sigma), were incubated overnight at 4°C. Blots were washed and then incubated with a 1∶10,000 dilution of anti-rabbit or mouse conjugated HRP (Jackson ImmunoResearch Labs, West Grove, PA) for 2 hr at room temperature. All blots were washed for 60 min (6×10 min) with TBS-Tween after secondary antibody and then visualized by chemiluminescence using Millipore Immobilon Western. To confirm equal protein loading, membranes were stripped and re-probed with anti-β-actin (Abcam, ab8227). Chromatin fractionation was carried out as previously described [21]. Protein concentrations for resulting fractions were determined by Bradford Assay and subject to western blot analysis as described above. Cleanliness of fractionation was determined by stripping membranes and re-probing with anti-TBP 1∶1000 (Abcam, ab818) or anti-Histone H3 1∶1000 (Millipore, 06–755) and SOD4 1∶1000 (Abcam, ab16962). Cell proliferation studies on control versus PAD2 depleted MCF-7 cells were carried out using the standardized non-radioactive cell proliferation assay protocol (MTT) from Promega (Madison, WI). Briefly, ∼5000 cells/well were plated in triplicate and allowed to grow for 24, 48 or 72 hours. Following incubation with the dye solution, formazan product was measured at 570 nm.

**Figure 3:**
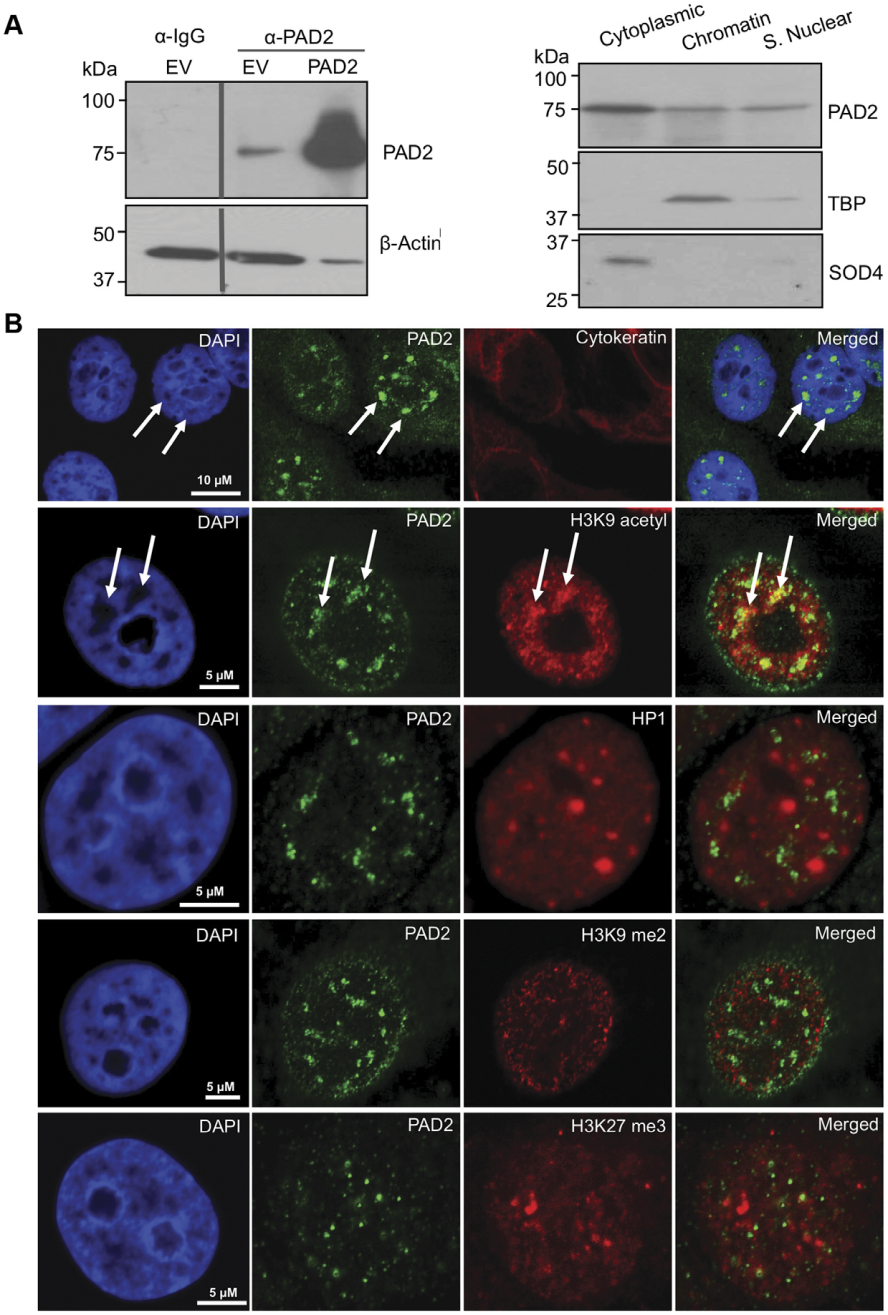
PAD2 associates with chromatin in the nucleus of MCF-7 cells. (A) PAD2 is endogenously expressed in MCF-7 cells and is detected in multiple cellular compartments. Wild type and PAD2 over-expressing MCF-7 whole cell lysates were subject to SDS-PAGE and probed with an anti-PAD2 antibody. Anti-Rabbit IgG was used as a negative control. (left panel). Endogenous MCF-7 cellular proteins were also separated into cytoplasmic, chromatin, and soluble nuclear pools by fractionation methods and examined by western blot (right panel). Cleanliness of fractionation was determined by stripping membranes and re-probing with antibodies for TBP (nuclear) and SOD4 (cytoplasmic) proteins. (B) Punctate PAD2 expression is detected in the nucleus of MCF-7 cells. MCF-7 cells were subject to IF using anti-PAD2 (green), anti-cytokeratin (luminal-red), anti-H3K9 acetyl (euchromatin-red), anti-HP1 (heterochromatin-red), anti-H3K9 dimethyl (facultative heterochromatin-red), and anti-H3K27 trimethyl (facultative heterochromatin-red) antibodies while DAPI nuclear stain is in blue. White arrows denote punctuate PAD2 staining in DAPI poor nuclear regions.

### qPCR

RNA was purified from MCF-7 cells according to the Qiagen RNeasy protocol including on-column DNAse treatment to remove genomic DNA. The resulting RNA was quantified and 0.5 µgs reverse transcribed using ABI High Capacity RNA to cDNA kit according to manufacturer’s protocol (ABI, 4387406, Foster City, CA). Complementary DNA was subject to qPCR analysis with TaqMan assays from ABI for PAD2 (Hs00247108_m1), PAD4 (Hs00202612_m1), and GAPDH (4352934E). Data was analyzed by the delta/delta Ct method in which all target gene Ct values are adjusted to corresponding reference gene Ct levels. Stable MCF-7 shRNA scrambled control Ct values were normalized to 1 and all values are expressed as the mean ± SEM. Means were separated using Student’s T-Test with * indicating means significantly different (P<0.05) from shRNA control. For microarray qPCR validation experiments, cDNA was generated as described above and subject to qPCR using the primers listed in Table S1. Data was analyzed using the ABI Data Assist Software v3.0 and P value set to P<0.05.

### Gene Expression Microarray

Total RNA from shRNA control and PAD2 depleted MCF-7 cells was prepared using RNeasy mini kit (Qiagen) from four independent biological replicates. Microarray studies and data analysis was performed by the Cornell University Life Sciences Core Laboratories Center. Briefly, RNA was assessed for quality using an Agilent Bioanalyzer 2100. Labeling was carried out using the Amino Allyl MessageAmpTM II ARNA amplication kit from Ambion following the manufacture’s protocol. Hybridization followed a one-color microarray-based gene expression analysis, low input quick amp labeling protocol from Agilent (Santa Clara, CA). Slides were scanned immediately after washing using an Agilent DNA Microarray Scanner (G2505B), and the scanned images were analyzed with Feature Extraction Software 9.1 (Agilent). Data was analyzed with Ingenuity Systems IPA version 8.8 and significant genes determined using P<0.001 with a q value (FDR) of <0.01. Microarray experiments were compiled using MIAME guidelines and the resulting dataset has been deposited into the NCBI GEO database (GSE37087).

### Chromatin Immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed essentially as described previously [22]. Briefly, stable FLAG-tagged PAD2 overexpressing, shRNA control, and PAD2 depleted MCF-7 cells were grown to ∼80 to 90% confluence, cross-linked with 1% paraformaldehyde for 10 min at 37°C, and quenched in 125 mM glycine for 5 min at 4°C. The cells were lysed (1% SDS, 10 mM EDTA, 50 mM Tris·HCl, pH 7.9, 1x protease inhibitor cocktail) and sonicated under conditions yielding fragments ranging from 200bp to 800bp. The material was clarified by centrifugation, diluted 10-fold in dilution buffer (0.5% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris·HCl, pH 7.9, 1x protease inhibitor cocktail), and pre-cleared with protein A-agarose beads. The pre-cleared, chromatin-containing supernatant was used in immunoprecipitation reactions with FLAG-M2 beads (Sigma Aldrich) or protein A-agarose beads loaded with anti-H4 cit 3 (Milipore, 07–596) or anti-H3 cit 2–8–17 (Abcam, ab77164). Ten percent of the supernatant was saved as reference control. The immunoprecipitated genomic DNA was cleared of protein and residual RNA by digestion with proteinase K and RNase (Roche), respectively. The DNA was then extracted with phenol:chloroform:isoamyl alcohol and precipitated with ethanol. For gene-specific ChIP analyses, quantitative real-time PCR (qPCR) was used to determine the enrichment of immunoprecipitated DNA relative to the input DNA using gene-specific primer sets (Table S1). Each ChIP experiment was conducted a minimum of three times with independent chromatin isolates to ensure reproducibility.

**Figure 4:**
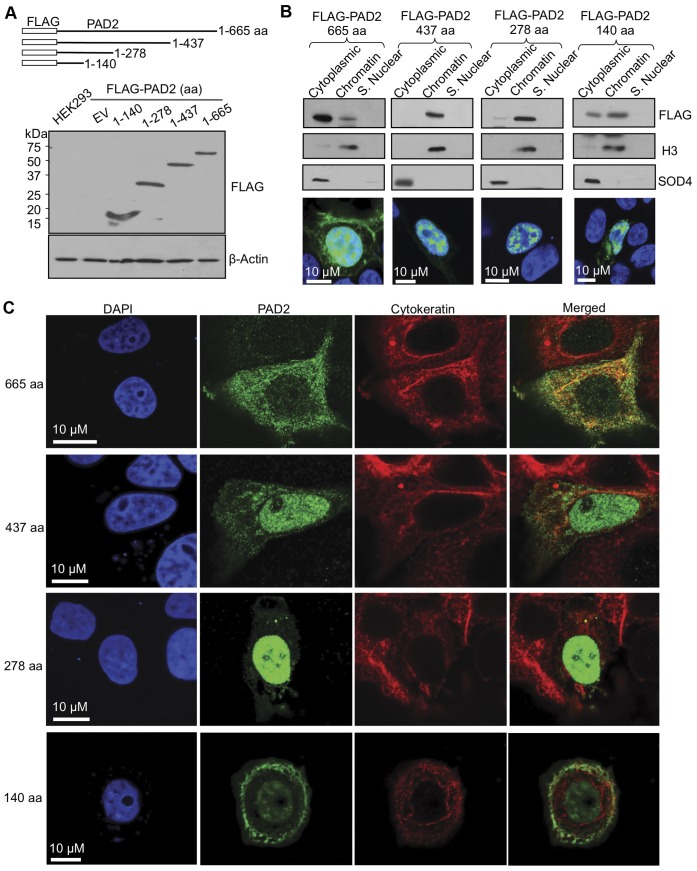
Truncated FLAG-tagged PAD2 proteins reveal regions necessary for nuclear localization. (A) The schematic at the top indicates the different truncated PAD2 proteins of 140, 278 and 437 amino acids. Truncated FLAG-PAD2 constructs were validated by overexpressing in HEK 293 cells with lysates analyzed by SDS-PAGE. Membranes were probed with an anti-FLAG antibody which detected predicted molecular weight of truncated proteins while β-actin shows loading control. (B) Truncation of PAD2 reveals regions of the protein necessary for subcellular localization by cellular fractionation. Truncated FLAG-PAD2 constructs were overexpressed in HEK 293 cells after which cellular proteins were separated by fractionation methods and examined by western blot. Cleanliness of fractionation was determined by stripping membranes and re-probing with antibodies for Histone H3 (nuclear) and SOD4 (cytoplasmic) proteins. Truncated FLAG-PAD2 constructs were also transiently transfected into HEK 293 cells and subcellular localization examined by IF (bottom panel of B) using an anti-FLAG antibody (green fluorescent signal) to corroborate cellular fractionation studies. (C) Truncation of PAD2 reveals regions of the protein necessary for subcellular localization by IF in mammary epithelial cells. Truncated FLAG-PAD2 constructs were over expressed in MCF-7 cells and examined by IF using an anti-PAD2 (green) and anti-cytokeratin (red) antibodies while DAPI nuclear stain is in blue.

### Statistical Analysis

All experiments were independently repeated at least three times. Values were expressed as the mean ± the SEM. Means were separated using Two-tailed Student’s T-Test with * indicating means significantly different (P<0.05) from control and ** indicating P<0.01.

**Figure 5:**
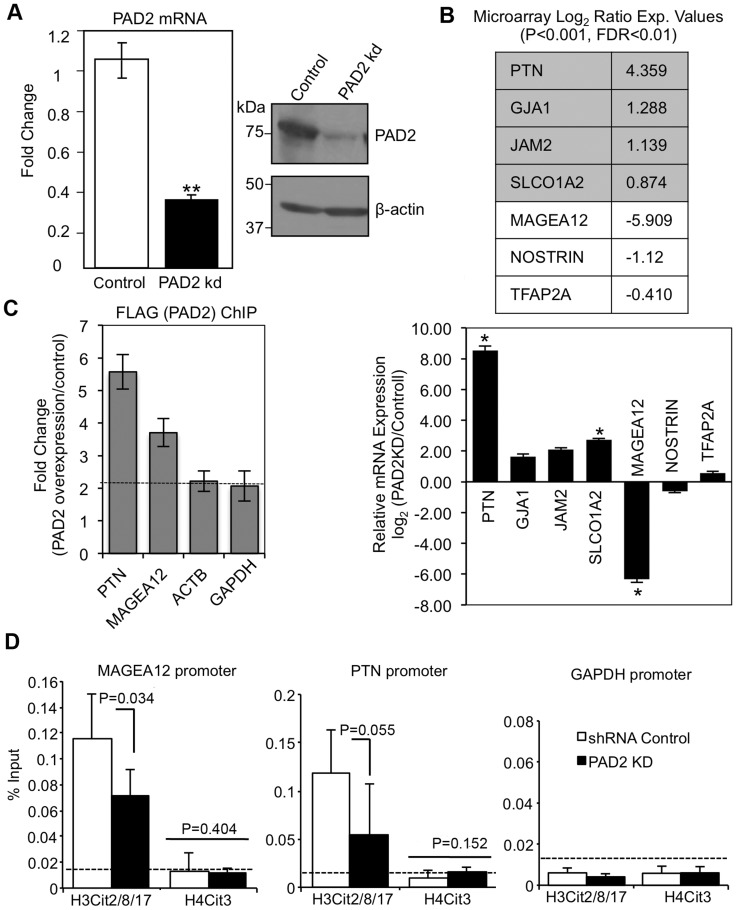
PAD2 plays a role in gene expression in MCF-7 cells. (A) PAD2 levels are significantly reduced in PAD2 knock down MCF-7 cells compared to shRNA controls. Whole cell lysates from shRNA control and PAD2 knock down MCF-7 cells were analyzed by western blot using an anti-PAD2 antibody and an anti-β-actin antibody for loading control. RNA was purified from PAD2 knock down MCF-7 and shRNA control cells, reverse transcribed, and resulting cDNA used in qPCR reactions containing TaqMan assays to PAD2 and GAPDH as the reference gene control. Data represent the means ± SEM of four independent experiments performed in triplicate. All values are normalized to shRNA control samples and bars represent the means ± SEM. Means were separated by Student’s T-Test and ** represent significant differences (P<0.01). (B) Microarray and qPCR validation studies indicate that PAD2 is involved in gene regulation in MCF-7 cells. The table shows a sampling of genes whose expression profiles were significantly altered between shRNA control and PAD2 knockdown MCF-7 cells. Numbers represent log_2_ ratio of fold change of expression between control and PAD2 knockdown cell lines with P<0.001 and FDR<0.01. To validate microarray studies, total RNA was harvested from shRNA control and PAD2 knockdown MCF-7 cells and reverse transcribed. Resulting cDNA was used in qPCR reactions with specific primers listed in Table S1. The graph shows fold change of log_2_ ratio of expression between control and PAD2 knockdown cell lines with P<0.05. (C) PAD2 associates with the PTN and MAGEA12 gene promoters in MCF-7 cells stably overexpressing FLAG-tagged PAD2. ChIP-qPCR studies were done using an anti-FLAG antibody and data is presented as fold change of signal from MCF-7 cells overexpressing FLAG-tagged PAD2 over control cells with β-actin and GAPDH serving as controls. Data represent the means ± SEM of three independent experiments. (D) The PTN and MAGEA12 gene promoters show citrullination of histone H3, but not histone H4 tail arginine residues using shRNA control and PAD2 knockdown MCF-7 cells. ChIP-qPCR studies were done using an anti-H3 cit 2–8–17 and H4 cit 3 antibodies and data is presented as % input with the GAPDH promoter serving as the control. Data represent the means ± SEM of three independent experiments and means separated by one-tailed T-tests.

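JAM2, an adhesion molecule of tight junctions, was 3.10-fold as high in PAD2 knockdown MCF-7 cells as in shRNA control cells (log2 fold change 1.63, standard error 0.32, n = 4 arrays per group). Within the 2 slides its difference was 1.33 and 1.94. NOSTRIN, an adaptor protein that binds nitric oxide synthase, had a log2 fold change of -1.17 (standard error 0.19), with -1.16 on slide 1 and -1.18 on slide 2. TFAP2A, which encodes the transcription factor AP-2 alpha, stood at -0.36 (standard error 0.31), with -0.44 and -0.28 within the slides.

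Of the 7 genes of the table in Figure 5B, PTN rose, MAGEA12 fell and 5 did not pass limma at the paper's thresholds when adjusted over every gene of the arrays. The adjusted p was 0.200 for JAM2, 0.105 for NOSTRIN and 1.00 for TFAP2A. The two-sided exact permutation p was 0.0286 for JAM2 and NOSTRIN, the smallest that 4 against 4 arrays can give, and 0.286 for TFAP2A. Between samples of the same replicate number, which that test does not use, TFAP2A differed by -0.43, -0.46, -0.33 and -0.23. With replicate number as a block in limma its adjusted p was 0.567. At the same thresholds adjusted over the list alone, 3 genes were higher (PTN, SLCO1A2 and JAM2) and 2 lower (MAGEA12 and NOSTRIN). The study chose these genes on the same arrays, so the list is not independent evidence of its direction.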

## Results

### Human PAD2 is Expressed in the Luminal Epithelium of Mammary Lobulo-alveolar Units

Currently, relatively little is known regarding PAD2 expression patterns in normal human tissues. Therefore, we first probed a human tissue array by immunohistochemistry (IHC) using a previously validated anti-PAD2 antibody (20) or an equal mass of rabbit IgG as a control (Figure S1) and determined that PAD2 is primarily expressed in the cytoplasm of epithelial cell populations in the human endometrium, kidney, mammary duct, and mammary lobulo-alveolar units (Figure 1A, B, C, D). Of these tissues, we found that the strongest PAD2 signal was observed in the mammary gland and was largely confined to the epithelium of the terminal ductal-lobular unit (Figure 1D). Interestingly, higher magnification revealed that a significant fraction of PAD2 also appears to localize to the nucleus in the mammary epithelium (Figure 1D arrows).

Our immunofluorescence (IF) studies in the dog found that PAD2 was predominately expressed in luminal (cytokeratin), but not myoepithelial (p63) mammary epithelial cells in this species. We conducted similar experiments on human breast tissue and found that PAD2 retained the luminal localization pattern in humans (Figure 2A). Further, at higher magnification the localization of PAD2 to the nucleus of human mammary epithelial cells was evident. We also found that PAD2 mainly appears to localize to regions of the nucleus that stain poorly for DAPI suggesting that PAD2 may be primarily associated with euchromatin (Figure 2B).

**Figure 6:**
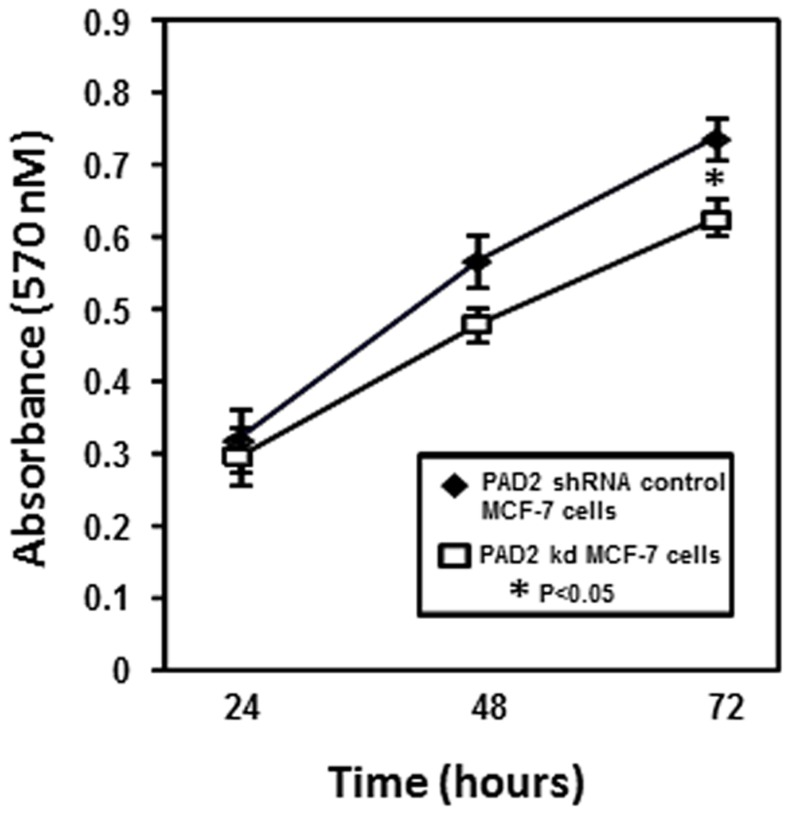
Knockdown of endogenous PAD2 in MCF-7 cells alters cellular proliferation rates versus control cells. Equal numbers of shRNA control and PAD2 knockdown MCF-7 cells were plated in 96-well plates and allowed to grow for 24, 48, or 72 hours. At time of harvest, dye solution from MTT assay kit was allowed to incubate with cells for one hour at which point solubilization reagent was added and resulting formazan product measured at 570 nm. Data represent the means ± SEM of three independent experiments performed in triplicate. Values represent the means ± SEM.

### Endogenous PAD2 Fractionates, in Part, with Chromatin in the MCF-7 Breast Cancer Cell Line

To further test the hypothesis that PAD2 localizes to the nucleus and possibly plays a role in gene regulation, we next continued our studies using the luminal subtype MCF-7 breast cancer cell line. We first demonstrated by western blotting that PAD2 is expressed in this cell line using an anti-PAD2 antibody that is not cross-reactive with other PAD family members (Figure 3A, left panel, Figure S3A) (20). Next, we resolved endogenous PAD2’s subcellular localization within MCF-7 cells by small-scale chromatin fractionation, which separates cellular proteins into three distinct pools: cytoplasmic, chromatin, and soluble nuclear proteins. We found that PAD2 is detected in all three subcellular compartments in MCF-7 cells, with a portion of PAD2 being associated with the chromatin fraction (Figure 3A, right panel, Figure S3). Accuracy of cell fractionation was confirmed by stripping the membranes and re-probing for Superoxide Dismutase 4 (SOD4), a cytoplasmic protein, and TATA Binding Protein (TBP), a nuclear protein. To further refine PAD2’s nuclear localization in MCF-7 cells, we used antibodies to histone modifiers and modifications, which have been previously shown to localize to specific sub-nuclear domains. As with primary mammary epithelial tissue, we found that PAD2 localizes to DAPI-poor regions of the nucleus (Figure 3B 1). While little co-localization was observed between PAD2 and the repressive histone markers (H3K9Me2, HP1, and H3K27Me3), partial co-localization was found between PAD2 and the euchromatic marker, H3K9 acetyl, thus supporting the hypothesis that PAD2 associates with euchromatin in the nucleus (Figure 3B 2–5).

### Truncated Mutants Reveal the N-terminus of PAD2 is Important for Targeting to the Nucleus

Next, we examined which domains within PAD2 are important for targeting PAD2 to the nucleus using the highly transfectable Human Embyonic Kidney (HEK) 293 cell line. In addition to examining a full length FLAG-tagged PAD2 expression vector (665 aa), premature stop codons were inserted into a FLAG-tagged 437 amino acid PAD2 isoform to create truncated PAD2 proteins of 278 and 140 amino acids and these constructs were then transiently transfected into HEK 293 cells. Following sequencing and confirmation that the mass of these PAD2 proteins corresponded to their predicted molecular weight (Figure 4A, Figure S4), the constructs were then transfected into HEK 293 cells and subjected to chromatin fractionation. Supporting our endogenous PAD2 fractionation studies in MCF-7 cells, full length FLAG-tagged PAD2 is detected in the cytoplasmic and the chromatin fraction of 293 cells. Interestingly, truncation of PAD2 to 437 or 278 amino acids results in localization only in the chromatin fraction, suggesting that a motif between 665 and 437 amino acids is important for retention of PAD2 in the cytoplasm, and thus prevents PAD2 from being exclusively targeted to chromatin (Figure 4B, Figure S4). Further, a region located in the first 437 amino acids is sufficient for nuclear localization; however truncation to 140 amino acids results in a reacquisition of PAD2 in the cytoplasm. Chromatin fractionation studies were further validated by transiently transfecting HEK 293 cells with the FLAG-tagged PAD2 truncation mutants and examining them by IF which corroborated fractionation studies (Figure 4B bottom panel). Since differences in subcellular localization and staining intensity could be seen between kidney (Figure 1B) and normal breast tissue (Figure 1D) in IHC, we also wanted to examine PAD2’s subcellular localization in mammary epithelial cells and, thus, examined transiently transfected MCF-7 cells by IF. Results show that as PAD2 is truncated from full length to 1–437 and then to 1–278 amino acids, there is a progressive concentration of PAD2 signal within the nuclear compartment (Figure 4C). Although the PAD2 truncation of 140 amino acids retains nuclear localization, an increasing amount of PAD2 is again detected in the cytoplasm of cells. These results further support the hypothesis that PAD2 is associated with chromatin within the cell nucleus.

### PAD2 Regulates Gene Expression and Likely Promotes Cell Proliferation

Since PAD2 associates with chromatin, we next asked if PAD2 plays a role in mediating gene expression. To address this question, we created stable shRNA control and PAD2 depleted MFC-7 cell lines. Validation of the cell lines revealed that PAD2 mRNA and protein levels were significantly reduced in the knock down cell line compared to the shRNA scrambled control (Figure 5A, Figure S5). Due to the high degree of homology between PAD2 and PAD4, we also examined PAD4 mRNA and proteins levels and found that PAD4 levels were not significantly reduced (Figure S2). 

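PADI2, the gene that encodes PAD2, was by its brightest probe lower in each knockdown array than in any control array. On the log2 scale, relative to the 75th percentile of each array, replicates 1 to 4 of the shRNA control read -1.95, -2.37, -1.27 and -1.34, and those of the PAD2 knockdown read -2.70, -3.45, -2.71 and -2.86. The mean log2 fold change was -1.20 (standard error 0.31, n = 4 and 4), which leaves 43.6% of the control level, with -0.92 on slide 1 and -1.48 on slide 2. The other probes of PADI2 gave -0.59, with groups that overlap (two-sided exact permutation p = 0.0571), and -1.33, with groups that do not. With another background correction the log2 fold change of the gene was -0.66. For the probe first described, the two-sided exact permutation p was 0.0286 and the adjusted p across all genes was 0.525.

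The arrays were one-colour Agilent arrays of MCF-7 RNA, 4 of the shRNA control line and 4 of the PAD2 knockdown line, which the paper describes as independent biological replicates. Each of 2 slides, scanned separately, held 2 control and 2 knockdown arrays. Between 85.3% and 92.7% of the 41000 probes stood well above background on an array. The 37113 probes that did so on at least 3 of the 4 arrays of a group were kept, and each of 27513 genes was represented by its brightest kept probe. Groups were compared with limma (moderated statistics, two-sided), and a gene was called where p was under 0.001 and the Benjamini-Hochberg adjusted p under 0.01, the thresholds of the paper. All log2 fold changes given here are of knockdown over control. With 1 stable line per group, a difference between the lines cannot be told apart from the effect of the knockdown.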

Next, we examined genome-wide differences in the gene expression patterns between the control and PAD2 knockdown MCF-7 cell lines. Microarray data identified a number of candidate genes that were either up- or down-regulated in the control compared to PAD2 knockdown MCF-7 cells with P<0.001and a false discovery rate of <0.01 (Figure 5B). 

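NKAIN2, whose product interacts with the sodium pump, rose 15.8-fold by its brightest probe in the PAD2 knockdown (log2 fold change 3.98, standard error 0.37, n = 4 and 4). ZFPM2, a cofactor of GATA transcription factors, rose 8.03-fold (3.01, standard error 0.28) and CCDC3, which encodes a secreted coiled-coil protein, rose 6.09-fold (2.61, standard error 0.25). LINC00526, a long non-coding RNA, rose 5.87-fold (2.55, standard error 0.23). PTGER2, a receptor for prostaglandin E2, fell 7.41-fold (-2.89, standard error 0.28) and SRARP, whose product binds steroid receptors, fell 7.09-fold (-2.82, standard error 0.27). Second probes read 0.89 for NKAIN2, 1.74 for ZFPM2 and -2.32 for SRARP, at adjusted p of 1.00, 0.186 and 0.0178, and none of the 3 was called.

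Within slides 1 and 2 the log2 differences were 3.56 and 4.41 for NKAIN2, 2.90 and 3.11 for ZFPM2, 2.44 and 2.78 for CCDC3, and 2.60 and 2.50 for LINC00526. They were -3.05 and -2.73 for PTGER2 and -2.47 and -3.18 for SRARP. In all, 13 genes were called, 8 higher and 5 lower, and the 4 knockdown arrays of each lay wholly to one side of its controls. The adjusted p was 0.00560 for NKAIN2 and ZFPM2, 0.00512 for LINC00526, 0.00629 for CCDC3 and PTGER2, and 0.00641 for SRARP. At adjusted p under 0.05 there were 28 genes, 19 higher and 9 lower.

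Taking replicate number as a block left 2 genes called, MAGEA12 and MDFIC, and gave 43 genes at adjusted p under 0.05. As means over their probes, NKAIN2 (2.44, adjusted p = 0.0118) and ZFPM2 (2.37, adjusted p = 0.0122) were not called. The adjusted p with that block was 0.0216 for NKAIN2, 0.0261 for ZFPM2 and SRARP, 0.0257 for CCDC3, 0.0147 for LINC00526 and 0.0127 for PTGER2.

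**Figure D1:**
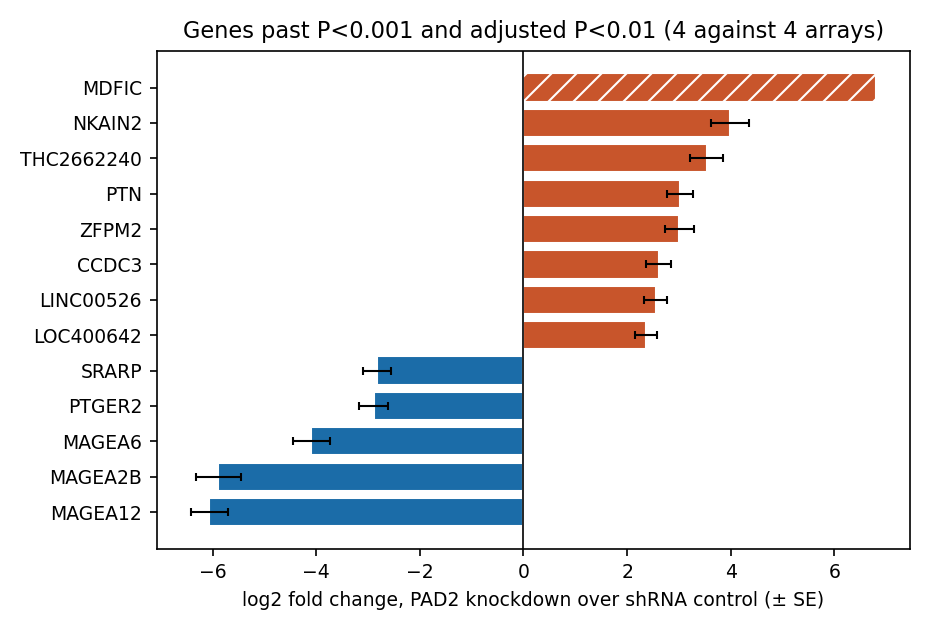
Log2 fold change (PAD2 knockdown over shRNA control, n = 4 and 4 arrays) of the 13 genes called, with bars of the standard error. The hatched bar of MDFIC is a lower bound for the processed signals alone, since its controls were not well above background. With another background correction its fitted value was 4.69. NKAIN2 at 3.98 is the highest of the others.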

We also examined our microarray data to examine the levels of TFF1 and p21, known targets of PAD4 mediated gene regulation. 

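TFF1, an estrogen-induced trefoil peptide, stood 0.14 higher on the log2 scale in the PAD2 knockdown (standard error 0.25, n = 4 and 4), with 0.20 on slide 1 and 0.09 on slide 2. CDKN1A, the gene of the cyclin-dependent kinase inhibitor p21, stood 0.46 higher (standard error 0.37), with 0.65 and 0.27 within the slides. Further probes gave 0.07 for TFF1 and 0.62 for CDKN1A. OSGIN1, a p53 target, read 0.11 (standard error 0.29), and FOS, an immediate early transcription factor, read 0.81 (standard error 0.31). The reference genes GAPDH and ACTB read 0.16 (standard error 0.20) and 0.14 (standard error 0.24).

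None of these 6 genes passed limma, each with an adjusted p of 1.00. The two-sided exact permutation p was 0.571 for TFF1, 0.314 for CDKN1A, 0.714 for OSGIN1 and 0.0571 for FOS. Tested together as a list with camera, they gave an adjusted p of 0.167. In simulated data limma at the paper's thresholds called 0.932% of genes given a log2 change of 1. A missing call alone therefore says little about a change of that size. For TFF1 the estimates were 0.14 (standard error 0.25) and, by its further probe, 0.07 (standard error 0.34). These values argue against a log2 change of 1 in TFF1. For CDKN1A, at 0.46 (standard error 0.37), a rise of 1 was not excluded.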

Neither PAD4 target gene was differentially regulated in the PAD2-depleted versus control MCF-7 cell line raising the possibility that PAD2 may target different gene promoters compared to PAD4. Of the candidate genes identified in our microarray screen, we picked a range of significantly up and down regulated genes to validate by qPCR (Table S1). QPCR validation studies corroborated microarray results showing that expression of PTN, GJA1, and SLCO1A2 are significantly upregulated while MAGEA12 is significantly down regulated (P<0.05) (Figure 5B). These studies are the first to suggest that PAD2 may play a role in gene regulation in MCF-7 cells.

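PTN, a secreted growth factor, rose 8.14-fold in the PAD2 knockdown (log2 fold change 3.02, standard error 0.25, n = 4 and 4), from a log2 level of -7.57 (SD 0.31) to -4.54 (SD 0.30). Its difference was 3.32 on slide 1 and 2.73 on slide 2. MAGEA12, a cancer-testis antigen, fell by 6.06 on the log2 scale (standard error 0.36), from 0.72 (SD 0.61) to -5.35 (SD 0.46), with -6.18 and -5.95 within the slides. SLCO1A2, a transporter of organic anions, had a log2 fold change of 1.33 (standard error 0.20), with 1.33 on slide 1 and 1.34 on slide 2. GJA1, the gap junction protein connexin 43, had a log2 fold change of 1.40 (standard error 0.78), and its level spread widely within the control (SD 1.38) and knockdown arrays (SD 1.27).

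Between samples of the same replicate number, GJA1 differed by 1.23, 1.35, 1.35 and 1.66. By limma the adjusted p was 0.00383 for PTN, 0.000591 for MAGEA12, 0.0665 for SLCO1A2 and 1.00 for GJA1. The two-sided exact permutation p was 0.0286 for PTN, MAGEA12 and SLCO1A2, and 0.229 for GJA1. A second probe of SLCO1A2 gave 1.45, at an adjusted p of 0.0334. With replicate number as a block in limma the adjusted p of GJA1 by its brightest probe was 0.0634, at an unadjusted p of 0.000137. The adjusted p of PTN by its brightest probe was 0.0147 with that block, which ends its call. A further probe of PTN kept its call in limma with that block (adjusted p = 0.00682). The probe of MAGEA12 may also bind transcripts of near-identical MAGEA genes.

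**Figure D2:**
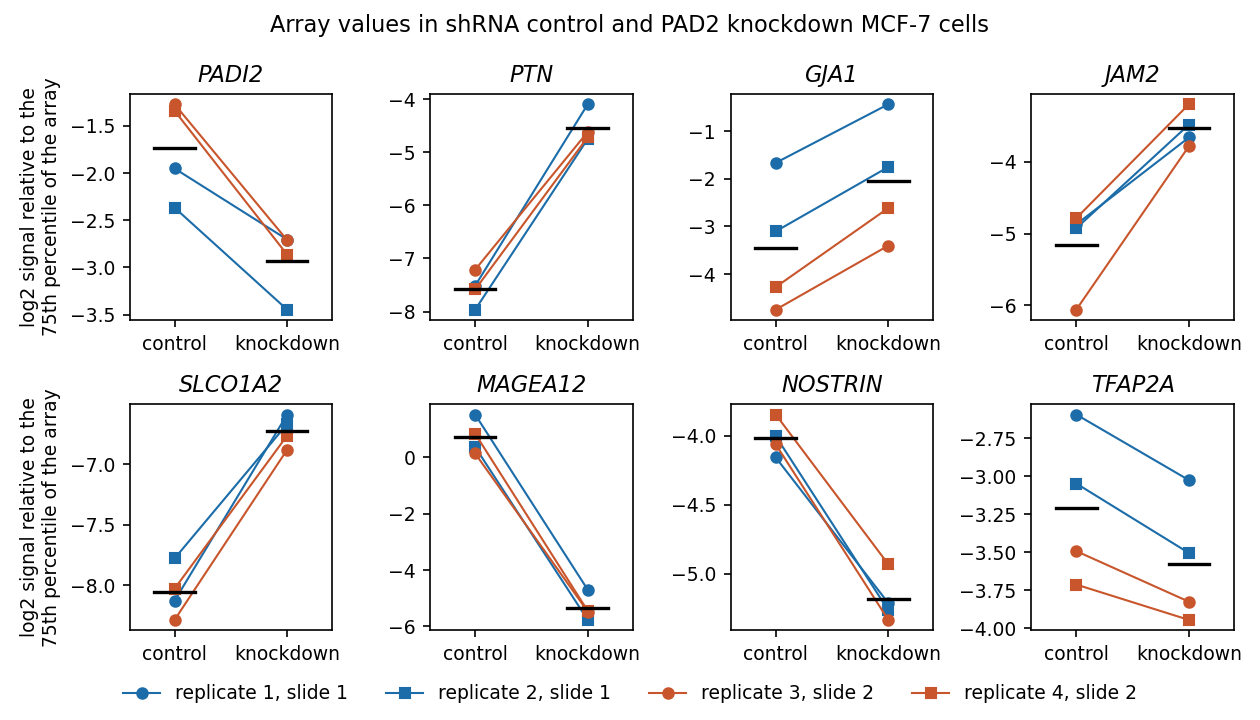
Log2 signal relative to the 75th percentile of each array, for PADI2 and the 7 genes of Figure 5B, in shRNA control and PAD2 knockdown arrays. Lines join samples of the same replicate number (blue, slide 1, orange, slide 2) and black bars are group means, such as -7.57 and -4.54 for PTN.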

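Histone genes, whose products package DNA, stood higher in the PAD2 knockdown as a list of core and some linker histones. Of 19 measured members 17 stood above the control and 2 below, none of them called singly. Among all genes 59.9% stood above the control as analysed, and 49.6% with quantile normalization. Their median log2 fold change was 0.38 (0.12 on slide 1 and 0.57 on slide 2), at an adjusted p of 3.99e-05 in camera, and the adjusted p was 0.526 with an estimated correlation. H2AC18 read 1.303 on the log2 scale (standard error 0.33, n = 4 and 4), H2AC6 1.04 (standard error 0.21) and the linker histone H1-10 -0.93 (standard error 0.67).

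HLA and antigen presentation genes read higher in 17 of 20 members, none called, with HLA-F at 0.68 (standard error 0.24) and HLA-B at 0.47. Their median was 0.28 (0.25 and 0.44 within the slides), at an adjusted p of 0.00590, and the adjusted p was 0.550 with an estimated correlation. Markers of blood and immune cells read higher in 19 of 20, none called, among them CORO1A at 0.77 and CD3E at 0.72. Their median was 0.31 (0.16 and 0.43), at an adjusted p of 0.0152, and the adjusted p was 0.550 with an estimated correlation. AP-2 and other luminal transcription factors read lower in 15 of 23, none called, with SOX9 at -0.96 (standard error 0.38) and ESR1 at -0.30. Their median was -0.10 (-0.04 and -0.21), at an adjusted p of 0.0320, and the adjusted p was 0.526 with an estimated correlation. At the paper's thresholds adjusted over the list alone, 0 members passed in each of these 4 lists.

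Of 25 lists tested, 8 passed at adjusted p under 0.05, 3 higher and 5 lower, and none did with an estimated correlation (2 at unadjusted p under 0.05) or with fry (4 at unadjusted p under 0.05). The paper proposes that PAD2 may take part in gene regulation in these cells. It draws on its arrays, the qPCR of single genes, the chromatin fraction and chromatin immunoprecipitation at the PTN and MAGEA12 promoters. It gives no result for gene lists.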

We next used chromatin immunoprecipitation (ChIP) analysis to determine if PAD2 can associate with gene promoters in cells. For initial ChIP assays we tried multiple anti-PAD2 antibodies using the shRNA control and PAD2 knock down MFC-7 cell lines, however none of the antibodies showed sufficient ability to immunoprecipitate chromatin. Thus, we created a stable MCF-7 cell line that overexpresses FLAG-tagged PAD2 and used this cell line for ChIP analysis. 

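MAGEA12 had the lowest log2 fold change of all 27513 genes, rank 1 counted from the lowest. PTN, by its brightest probe, ranked 19th from the highest. A further probe of PTN rose at least 49.9-fold by the processed signals, a lower bound since it was not well above background in any of the 4 controls. The fitted log2 fold change of this probe was 6.66 (6.93 on slide 1 and 6.40 on slide 2), at an adjusted p of 0.000591, and it ranked 2nd from the highest of 37101 probes. At that low control signal the size of the rise depends on how background is handled, and with another background correction the fitted value was 3.64.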

We chose to examine if PAD2 can associate with the PTN and MAGEA12 gene promoters as these two genes showed the largest differential regulation in control versus PAD2 depleted cells in our microarray and qPCR validation studies (Figure 5B). Our results show an increase in PAD2 enrichment on both the PTN and MAGEA12 gene promoters in the FLAG-PAD2 MCF-7 cells compared to the control cell line (Figure 5C, Table S1). Given our previous observation that histone citrullination correlated with PAD2 expression across the estrous cycle in the canine mammary epithelium (20), we next tested whether PAD2 might regulate gene activity via histone tail citrullination. To do this we compared citrullination levels on histone H3 and H4 tails at the PTN and MAGEA12 gene promoters in both wild type and PAD2-depleted MCF-7 cells. Results show that depletion of PAD2 results in a decrease in citrullination on the histone H3 tail (at arginine residues 2–8–17) on both the MAGEA12 and PTN gene promoters while citrullination at arginine 3 on histone H4 was not affected (Figure 5D). Interestingly, we also found that the growth rate of the PAD2-depleted MCF-7 cell line was significantly reduced (Figure 6), thus raising the possibility that the observed PAD2-mediated gene regulatory activity may facilitate cell proliferation.

## Discussion

Our previous work identified a novel role for PAD2 in the canine mammary gland by showing that PAD2 likely targets epithelial cell histones for citrullination during the diestrus phase of the estrous cycle. Based on this novel finding, we expanded our studies here to test whether PAD2 might associate with chromatin and regulate gene activity in human breast epithelial cells. Strikingly, we found that PAD2 is robustly expressed in the luminal epithelium of terminal ductal-lobular units in human mammary tissue and localizes, in part, to the nucleus of these cells. Using tissue culture, we then confirmed PAD2’s nuclear localization and also demonstrated that a portion of endogenous PAD2 partitions in the chromatin fraction of MCF-7 cells. Given this observation, we next attempted to refine the localization of PAD2 to distinct sub-populations of chromatin. We found that PAD2 signal was detected in DAPI poor regions of the MCF-7 cell nucleus, suggesting that PAD2 primarily localizes to euchromatin within the nucleus. This prediction is supported by our finding that PAD2 does not co-localize with markers for heterochromatin (HP1), or facultative heterochromatin (H3K9 me2 and H3K27 me3) but does partially co-localize with the euchromatic marker, H3K9acetyl. Investigations are currently underway to further refine the localization of PAD2 within the nucleus.

To expand upon these findings, we examined a full length 665 amino acid FLAG-tagged PAD2 protein expression vector and truncated FLAG-tagged PAD2 isoforms to identify regions of the protein that are important for targeting to chromatin. Given that the PAD4 crystal structure has been resolved and the high sequence homology between PAD4 and PAD2, we placed stop codons into the PAD2 sequence based on defined regions in PAD4 [23]. Truncation of PAD2 from 665 to 437 and to 278 amino acids resulted in increasing proportions of PAD2 being targeted to the cell nucleus. This finding suggests that a region of PAD2 from 438–665 may be important for cytoplasmic retention, potentially via protein-protein interaction, while a motif in the first 437 amino acids is sufficient for nuclear localization. Interestingly, truncation from 437 to 278 amino acids increases nuclear localization, while truncation to 140 amino acids retains nuclear localization but reacquires cytoplasmic expression, indicating that more than one motif may be necessary for subcellular localization.

Our studies here utilized IIF, IHC, and most importantly, small scale chromatin fractionation to document that both endogenous and FLAG-Tagged PAD2 appear to localize to the nucleus and bind to chromatin. These well-accepted techniques, however, are not without limitation and future studies will likely need to be carried out to unequivocally confirm the presence of PAD2 in the nucleus. While much of the previous work on PAD2 has been biochemical in nature, one previous study by Nakashima et al. overexpressed GFP-tagged forms of PADs 1, 2, 3, and 4 in HeLa cells and concluded that PAD4 was the only PAD member that localized to the cell nucleus, likely via its canonical nuclear localization signal (NSL) [24]. It is not clear why our results differ from those of Nakashima, although the GFP tag, which is considerably larger than that of the FLAG tag, might have hindered the ability of the PAD2 fusion protein to be targeted to the nucleus. In further support of our conclusion that a portion of PAD2 localizes to the nucleus, a recent report by Jang *et al.* showed by cell fractionation and immunogold electron microscopy that PAD2 is found in both the cytoplasmic and nuclear compartment of mouse astrocytes and neurons [25]. Given that PAD2 does not possess a canonical NLS, it is currently unclear how PAD2 enters and is retained in the nucleus. While speculative, we hypothesize that either a distinct nuclear directing motif in the PAD2 coding sequence or an interaction between PAD2 and an NLS-containing protein may function to target and/or retain PAD2 in the nucleus. In support of this hypothesis, signaling proteins such as ERKs, MEKS, and SMADS translocate to the nucleus upon stimulation via an NLS-independent mechanism [26], [27] while protein-protein interactions like the one between tissue transglutaminase (tTG) and vascular endothelial growth factor receptor 2 (VEGFR-2) can also facilitate nuclear import upon stimulation [28]. A recent study has shown the functional relevance of PAD4 dimerization [29]. Given the high degree of homology between PAD2 and PAD4 isoforms, it is intriguing to speculate that heterodimerization may occur between PAD2 and PAD4; thus, PAD2 may enter the nucleus by dimerizing with PAD4. Studies are currently underway to test this hypothesis.

Given our finding that PAD2 associates with chromatin in MCF-7 cells, we next focused our attention on investigating the role of PAD2 in this subcellular compartment. To do this, we first used a non-biased, genome-wide approach to compare the gene expression profiles of wild type and PAD2-depleted MCF-7 cell lines and then validated candidate genes by qPCR. 

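MDFIC, whose product is related to an inhibitor of MyoD family transcription factors, rose at least 111-fold in PAD2-depleted cells by the processed signals. Its signal was not well above background in any of the 4 controls, and stood at -2.22 (SD 0.80) on the log2 scale in the 4 knockdown arrays. The fitted difference was 8.14 on slide 1 and 7.28 on slide 2, and over both slides it was 4.69 with another background correction (normexp). A second probe of MDFIC, well above background in 2 of 4 controls, gave a log2 fold change of 4.96 (standard error 0.62, n = 4 and 4). An unnamed transcript cluster of the array design rose 11.6-fold (3.53, standard error 0.32), with 3.28 and 3.79 within the slides, and the uncharacterised LOC400642 rose 5.15-fold (2.36, standard error 0.21), with 2.30 and 2.43. These 2 were picked from the result, as called genes without a gene symbol.

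By limma the adjusted p was 0.00124 for MDFIC and 0.0298 for its second probe. It was 0.00560 for the cluster and 0.00512 for LOC400642, and 0.0216 for both with replicate number as a block, which ends their calls.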

We found the most highly up-regulated gene in PAD2-depleted cells to be pleotropin (PTN), a secreted heparin-binding growth factor believed to be important in tumor angiogenesis and also described as a proto-oncogene [30], [31]. 

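MAGEA2B and MAGEA6, cancer-testis antigens of the MAGE family, fell 59.3-fold and 17.1-fold in PAD2-depleted cells (log2 fold changes -5.89, standard error 0.43, and -4.09, standard error 0.36, n = 4 and 4). Within slides 1 and 2 they differed by -6.76 and -5.03 (MAGEA2B) and by -4.70 and -3.48 (MAGEA6). Of 33 measured MAGE and other cancer-testis genes 3 fell, 0 rose and 30 did not pass, with 15 above and 18 below the control. MAGEA10, of the same family, had a log2 fold change of 3.52 (standard error 0.74) and CSAG1 one of -2.29 (standard error 0.57).

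The list had a median of -0.21 (-0.31 on slide 1 and -0.05 on slide 2) and a camera adjusted p of 9.79e-05, and the adjusted p was 0.541 with an estimated correlation. At an adjusted p under 0.01 over the list alone, without a limit on the unadjusted p, 1 gene was higher, MAGEA10, and 3 were lower. The median became 0.02 with another background correction (normexp). The adjusted p was 0.00183 for MAGEA2B and 0.00512 for MAGEA6, and with replicate number as a block 0.0157 and 0.0213, which ends both calls. Probes of this family may bind near-identical members, so the fall cannot be assigned to single genes with certainty.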

We found the most highly down-regulated gene in the PAD2-depleted cells to be melanoma associated antigen A12 (MAGEA12), a member of the large MAGE family of proteins that have been observed in brain, liver, lung, prostate, ovarian, skin and thyroid cancers [32], [33]. Interestingly, these proteins are normally only expressed in testis germline cells and aberrant expression of these factors is believed to promote survival, proliferation, and metastasis of cancer cells [34], [35]. To address if PAD2 directly regulates the expression of the PTN and MAGEA12 genes, we performed ChIP assays using MCF-7 cells stably overexpressing a FLAG-tagged version of full-length PAD2. This approach was necessary as ChIP-quality antibodies to PAD2 are currently not available. Results from these ChIP experiments found that PAD2 binds both the PTN and MAGEA12 promoters, thus supporting a role for PAD2 in gene regulation *in vivo*. Given that PAD4 has been found to regulate gene activity by citrullinating specific arginine residues on histone H3 and H4 tails, we next tested whether PAD2 might also regulate the expression of MAGEA12 and PTN via similar mechanisms. Our ChIP studies using previously validated site-specific anti-citrullinated histone antibodies found that citrullination was suppressed at histone H3 arginine residues (2–8–17) on the MAGEA12 and PTN gene promoters in PAD2-depleted cells while citrullination at histone H4 arginine 3 was not observed in either cell line. This finding supports our previous observations in canine mammary tissue (20) and defines a new role for PAD2 as an epigenetic modifier of gene activity via histone tail citrullination.

Regarding a potential function of PAD2-mediated gene regulation in mammary epithelial cells, we found that PAD2 depletion suppresses MCF-7 cell proliferation rates when compared to the shRNA control cells (Figure 6). Interestingly, the two genes found in this study to be most strongly affected by PAD2 depletion, MAGEA12 and PTN, are closely associated with tumor progression in a range of cancers (including breast cancer) (30–35). Therefore, our findings raise the possibility that PAD2-mediated citrullination of the histone H3 tail at MAGEA12, PTN, and likely other promoters, plays a role in breast cancer cell proliferation.

## Supporting Information

Figure S1 **PAD2 staining in human mammary tissue is specific.** As a control, human mammary tissue sections were probed with rabbit IgG at a concentration equal to that of primary PAD2 antibody and counterstained with hematoxylin.
(TIF)

Figure S2 **PAD4 expression levels are not altered in PAD2 knock down MCF-7 cells.** Whole cell lysates from shRNA control and PAD2 knock down MCF-7 cells were analyzed by western blot using an anti-PAD4 antibody and an anti-β-actin antibody for loading control. RNA was purified from PAD2 knock down MCF-7 and shRNA control cells, reverse transcribed, and resulting cDNA used in qPCR reactions containing TaqMan assays to PAD4 and GAPDH as the reference gene control. Data represent the means ± SEM of four independent experiments performed in triplicate. All values are normalized to shRNA control samples and bars represent the means ± SEM. Means were separated by Student’s T-Test (P<0.01).
(TIF)

Figure S3 **PAD2 associates with chromatin in the nucleus of MCF-7 cells.** (A) PAD2 is endogenously expressed in MCF-7 cells and is detected in multiple cellular compartments. Wild type and PAD2 over-expressing MCF-7 whole cell lysates were subject to SDS-PAGE and probed with an anti-PAD2 antibody. Anti-Rabbit IgG was used as a negative control. (left panel). Endogenous MCF-7 cellular proteins were also separated into cytoplasmic, chromatin, and soluble nuclear pools by fractionation methods and examined by western blot (right panel). Cleanliness of fractionation was determined by stripping membranes and re-probing with antibodies for TBP (nuclear) and SOD4 (cytoplasmic) proteins.
(TIF)

Figure S4 **Truncated FLAG-tagged PAD2 proteins reveal regions necessary for nuclear localization.** (A) The schematic at the top indicates the different truncated PAD2 proteins of 140, 278 and 437 amino acids. Truncated FLAG-PAD2 constructs were validated by overexpressing in HEK 293 cells with lysates analyzed by SDS-PAGE. Membranes were probed with an anti-FLAG antibody which detected predicted molecular weight of truncated proteins while β-actin shows loading control. (B) Truncation of PAD2 reveals regions of the protein necessary for subcellular localization by cellular fractionation. Truncated FLAG-PAD2 constructs were overexpressed in HEK 293 cells after which cellular proteins were separated by fractionation methods and examined by western blot. Cleanliness of fractionation was determined by stripping membranes and re-probing with antibodies for Histone H3 (nuclear) and SOD4 (cytoplasmic) proteins.
(TIF)

Figure S5 **PAD2 plays a role in gene expression in MCF-7 cells.** (A) PAD2 levels are significantly reduced in PAD2 knock down MCF-7 cells compared to shRNA controls. Whole cell lysates from shRNA control and PAD2 knock down MCF-7 cells were analyzed by western blot using an anti-PAD2 antibody and an anti-β-actin antibody for loading control.
(TIF)

Table S1 **Sequence of primers used for qPCR studies to validate microarray results and for ChIP assays.** Primers are listed in 5′–3′orientation.
(DOCX)

How the deposited data were processed for this re-analysis (not part of the article)

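The series holds 8 arrays of MCF-7 RNA, 4 of the stable shRNA control line and 4 of the stable PAD2 knockdown line, on a one-colour Agilent design of 41000 probes. Which array is which group and replicate was taken from the sample labels. The authors scanned the arrays and extracted spot values with Agilent Feature Extraction, for which the labels name version 9.1 and the file headers 10.5.1.1. The deposited files of each array hold the intensity of each spot in several forms, of which the background-subtracted processed signal was used. The authors' deposited table of the whole series lists for each probe a log2 fold change of knockdown over control, a fold change and a p-value, and was used only for comparison. As an alternative its probes were counted at a listed p under 0.001, which is stricter than the table's own calls. How the authors normalised the arrays before making that table was not found in the paper or the labels.

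Each array had 45015 spots, of which 1639 were control spots. No spot was saturated. Spots that the extraction software marked as outliers numbered 56 to 136 on control arrays (median 91) and 72 to 585 on knockdown arrays (median 220.5). The percent of probes well above background had a median of 91.5 on control arrays and 89.2 on knockdown arrays, and the 75th percentile of signal ran from 7396.5 to 12251.9.

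The processed signal was put on the log2 scale, spots marked as outliers were left out, spots of a repeated probe were averaged, and the 75th percentile of each array was subtracted. Probes were kept where they stood well above background on at least 3 of the 4 arrays of a group, which 37113 did. Of these, 37101 had at least 2 values in each group and were tested. Probes were named by matching their accession to a table of human genes (23958 probes), by a current symbol (2755) or by an older symbol (1024), and otherwise kept the deposited symbol (2071) or the accession alone (11192). Each gene was represented by its kept probe of highest mean signal, which gave 27513 genes, 16727 of them with a symbol.

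Knockdown and control were compared with limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment. A gene was called at p under 0.001 together with an adjusted p under 0.01. For named genes, exact permutation tests over the 35 ways of dividing the 8 arrays into 2 groups of 4 were added. The smallest exact p possible is 0.0286. For MDFIC and a further probe of PTN, not well above background in any control, a lower bound from the processed signals is given. It holds for those signals alone, and another background correction gave smaller values. Genes named in the text are those the paper names for these arrays, all called genes with a symbol, and examples from gene lists picked after the result was seen. The 2 called genes without a symbol are given as well.

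Replicate numbers stand for the endings of the sample titles, which are the same in both groups for replicates 1, 3 and 4. For replicate 2 only the last part of the ending is shared, and the part before it differs. To check whether the numbers pair the samples, each array's deviation from its group mean was correlated between the groups, and samples with the same number correlated at 0.588, 0.702, 0.586 and 0.304. For 7 of the 8 arrays the closest array of the other group had the same number. The paper does not describe a pairing, so the comparison without a block was taken first, and replicate number as a block was run beside it. The p-values in the authors' deposited table rank most like those of a paired t-test, so a pairing may lie behind them.

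Before the data were examined 26 gene lists were written, and 25 had at least 5 measured members and were tested. The lists cover arginine methyltransferases, the genes of Figure 5B, PAD4 targets with reference genes, cancer-testis antigens, heparin-binding growth factors, junctions, transporters, proliferation, p53, estrogen response, luminal, basal, mesenchymal and blood cell markers, interferon, HLA, cytokine, transcription factor, receptor kinase, histone, apoptosis, hypoxia, stress and lipid synthesis genes. They were tested on the 27020 genes with a value on all arrays by camera of limma with its preset correlation of 0.01, by camera with an estimated correlation, and by fry. The plan set no threshold for lists, so an adjusted p under 0.05 was used for them.

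The steps were tested on simulated data made from the spread of these arrays, 5 times over. Of genes given a log2 change of 1, 2 and 4, the test called 0.932%, 38.4% and 84.1%, and of 134580 unchanged genes it called 1. With replicate number as a block it called 0%, 28.4% and 85.0%, and 2 unchanged genes.

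The alternatives tried were other background correction, other scaling between arrays, other probe filters, blocks for replicate number and slide, each slide alone, a trend in the variance, the methods' t-test, a paired test, means over the probes of a gene, the values of the authors' deposited table, and each array left out in turn. The planned background correction needs a column of mean signals that the files lack, so it was run on median signals instead, without spots marked as outliers. No qPCR, blot, chromatin or growth measurements were analysed.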

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

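The 2 tests on neighbouring genes (those near the MAGEA genes, and those near all genes at adjusted p under 0.05) were chosen only after the result was seen. Predictions for the 35 divisions of the arrays and for the random lists were written before those tests. Those for the random lists already name both gene lists as higher. No prediction was written for the 8 divisions that part every pair of the same replicate number.

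The 13 called genes: of the 35 ways of dividing the arrays into groups of 4, 1, the real one, calls as many, and the highest other count is 4, for the division by slide, which has 3110 genes at adjusted p under 0.05. Among the 8 divisions that part every pair of the same replicate number the highest other count is 0. A random division of the arrays is therefore an unlikely source of the count, although leaving out arrays gives counts between 2 and 12. A difference between the 1 control line and the 1 knockdown line that arose apart from PAD2 cannot be told apart from the knockdown with these samples.

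The 8 gene lists past adjusted p under 0.05: 2 of the 35 divisions, the real one among them, give as many, and the highest other count is 11, so this number could also come from a division that has nothing to do with PAD2. Among the 8 divisions that part every pair of the same replicate number, only the real one gives as many, and the highest other count is 5. So few divisions cannot settle the question. The median of the histone list stood at percentile 100 of 10000 random lists matched for signal, and that of the blood and immune markers at percentile 99.22. The brightness of the probes alone is therefore unlikely to give either. Genes of a list that vary together from array to array may still do so, since with an estimated correlation 0 lists passed. The median of the blood markers is 0.31 in a culture of 1 cell type, and which transcripts those probes bind there was not tested.

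The fall of MAGEA12, MAGEA2B and MAGEA6: the 20 nearest measured genes of other families had a median log2 fold change of 0.18 (from -0.40 to 1.62, with 5 of them lower). These neighbours give no sign of a loss of the whole region in the knockdown line. A neighbour with little expression in the controls could be lost without a fall, and their levels were not weighed. Loss of the MAGE genes alone, or a change of their expression, could both give the fall. Near the 21 genes at adjusted p under 0.05 that could be placed, 36 neighbours had a mean size of log2 fold change of 0.423, against a median of 0.284 for random sets (percentile 98.45, and 98.3 within genes of like signal). The sizes were taken without their sign, so the test cannot tell changes shared with a neighbour from opposite ones. Regional differences between the 2 lines therefore remain open. The largest neighbour change, MAGEC2 at -1.66, went against that of SLITRK4 beside it, 3.76. CHRM2, beside PTN, had a log2 fold change of 1.51 at an adjusted p of 0.0785.

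Single arrays stood apart in 3 of 48 groups of 4 values, with 2.4 to be found by chance. JAM2 read -6.06 in control replicate 3, against -4.93 to -4.79 in the other controls. ACTB read 4.10 in control replicate 4, against 4.77 to 4.84. PTGER2 read -1.04 in control replicate 3, against -0.28 to -0.18.

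The paper does not name 11 of the called genes. MDFIC had a fitted log2 fold change of 7.71 against controls not well above background, and 4.69 with normexp. The log2 fold changes of the others were 3.98 for NKAIN2, 3.53 for THC2662240, 3.01 for ZFPM2, 2.61 for CCDC3, 2.55 for LINC00526, 2.36 for LOC400642, -2.82 for SRARP, -2.89 for PTGER2, -4.09 for MAGEA6 and -5.89 for MAGEA2B. Of all genes 3.25% had groups that do not overlap, against 2.86% by chance.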

How the results depend on the processing

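The alternatives were set before the data were examined, except the background correction on median signals, the paired test, the other probe of PTN, and the gene lists within slides, with the slide as a block or without single arrays, which were chosen only after the result was seen. Where a value moves, the cause was not tested. Number of genes called, against 13 (8 higher, 5 lower): with replicate number as a block 2 (1 and 1), within slide 1 0 and within slide 2 0 with limma (952 and 976 genes at unadjusted p under 0.05), by the methods' t-test at p under 0.001 alone 87 (72 and 15) and with adjustment 0 (1359 at unadjusted p under 0.05), by the paired test 91 (59 and 32) and with adjustment 0 (2501), 37 genes in the authors' deposited table read at a listed p under 0.001 (the table itself calls 432 probes higher and 250 lower), and 28 at adjusted p under 0.05, or 43 with replicate number as a block. At unadjusted p under 0.001 there were 109 genes, and 199 with that block. Leaving out single arrays gave 2 to 12. Scaling by the median gave 19 (14 and 5), quantile normalization 17 (12 and 5), normexp 12 (8 and 4, with 10 shared), the slide as a block 13 (12 shared), no filter 14, all 8 arrays above background 12, a variance trend 14, and means over probes 15. The median log2 fold change of all genes was 0.07 as analysed, 0.02 by the median, -0.003 by quantiles and 0.12 by normexp.

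By its brightest probe PTN loses its call with replicate number as a block (3.02), on slide 1 (3.32) and on slide 2 (2.73). It also does so by the methods' t-test (3.02) and the paired test (3.02) with adjustment, and without 6 of the 8 single arrays (2.88 to 3.14 over all 8). In the authors' deposited table that probe (2.34) misses a listed p under 0.001 with a rounded p of 0.001, although the table itself calls it. The other probe of PTN is listed there at a rounded p of 0. It kept its call in limma with replicate number (adjusted p = 0.00682) or the slide (adjusted p = 0.00136) as a block. The call of MAGEA12 is lost on slide 1 (-6.18) and slide 2 (-5.95) and by the methods' t-test (-6.06) and paired test (-6.06) with adjustment. SLCO1A2 becomes called by the methods' t-test (1.33) and the paired test (1.33) at p under 0.001 alone and in the authors' deposited table at that threshold (0.81). So does NOSTRIN (-1.17, -1.17 and -1.12), and GJA1 does by the paired test (1.40) and in that table (1.29), TFAP2A in that table alone (-0.41). PADI2, JAM2, CDKN1A and FOS kept direction and outcome in all 24 alternatives, with that table read at a listed p under 0.001. The table's own calls include JAM2, and PADI2 by probes other than its brightest. Replicate number as a block ended the calls of 11 genes and of the luminal list, brought in the basal list, and changed no other call. The other called genes with a symbol lost their call in 5 (MDFIC) to 16 (SRARP) of theirs.

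Direction turned for genes near zero. TFF1 read -0.070 with quantiles and -0.030 to 0.29 without single arrays, GAPDH -0.043 with quantiles, ACTB -0.073 with quantiles, -0.036 on slide 1 and -0.035 to 0.22 without single arrays, PADI4 -0.15 on slide 2 and -0.15 to 0.61 without single arrays, and OSGIN1 -0.077 to 0.28 without single arrays. Gene lists past the threshold, against 8: with an estimated correlation 0 (2 at unadjusted p under 0.05), by fry 0 (4), on slide 1 5, on slide 2 8, with replicate number as a block 8 (7 shared), with the slide as a block 8, by quantiles 9, by the median 9, by normexp 6, and 3 to 9 without single arrays. Without single arrays the histone and cancer-testis lists stayed past it in camera (highest adjusted p 0.00505 and 0.00351). Each of the other lists that passed was lost without some array, with up to 0.431 for blood and immune markers.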

Differences from the paper's values

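The comparisons with values read from Fig. 5B were planned, and the added normexp and other-probe values in them were chosen only after the result was seen.

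For PTN the paper gives a log2 ratio of about 4.4 in Fig. 5B, read by eye, and the value here is 3.02 by its brightest probe. Under every alternative set before the data were examined the value differs from the paper's by more than the spread between replicates, below it by the brightest probe (2.34 in the authors' deposited table) and above it as the mean of the probes (4.84). For the other probe of PTN the authors' deposited table lists 4.36, which equals the paper's value as far as it can be read. The fitted value here is 6.66, or 3.64 with normexp, and its size is uncertain since no control was well above background.

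For JAM2 the paper gives about 1.1 in Fig. 5B, read by eye, against 1.63 here. Of the alternatives set before the data were examined, 1.33 on slide 1, 1.33 without control replicate 3, 1.52 without knockdown replicate 4 and 1.44 in the authors' deposited table differ from it by less than the spread between replicates, and the others by more. The added normexp gave 1.38.

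For SLCO1A2 the paper gives about 0.87 in Fig. 5B, read by eye, against 1.33 here. Of the alternatives set before the data were examined, only the 0.81 of the authors' deposited table differs from it by less than the spread between replicates. For the other probe of SLCO1A2 the authors' deposited table lists 0.874, which equals the paper's value as far as it can be read. The added normexp gave 0.58, and 0.71 for the other probe.

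The other genes of Fig. 5B are close, with GJA1 at about 1.3 there and 1.40 here, MAGEA12 at about -5.9 and -6.06, NOSTRIN at about -1.1 and -1.17, and TFAP2A at about -0.41 and -0.36.

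The paper puts all 7 genes past both of its thresholds, and here PTN and MAGEA12 pass them. At p under 0.001 alone SLCO1A2, NOSTRIN and JAM2 pass in limma, and SLCO1A2 and NOSTRIN also by the methods' t-test. GJA1 passes with replicate number as a block, by the paired test chosen after the result was seen and by the p listed in the authors' deposited table, and TFAP2A by that listed p alone. The authors' deposited table itself calls all 7. The paper names PTN as the gene most increased. By its brightest probe PTN is 19th of all genes here, and among called genes MDFIC, NKAIN2 and THC2662240 stand above it. By its other probe it is 2nd of 37101 probes here. In the authors' deposited table that other probe is 4th of 41000 probes, the brightest one 31st, and MDFIC 1st (5.46). MAGEA12 is the lowest gene here and in that table.

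The authors' deposited table calls 432 of 41000 probes higher and 250 lower, of which 43 have a listed p under 0.001 and 639 a listed p of 0.001 or more. The analysis here calls 16 probes, and all 11 higher and all 5 lower ones are called in that table, with 0.122 and 0.0337 to be found by chance for independent lists. Both lists come from the same arrays. Across 37101 probes the log2 fold changes of the table and of this work correlate at 0.949. The p-values listed in the table rank most like those of the paired t-test (Spearman rho 0.878). For limma rho was 0.785, with replicate number as a block 0.833, and for Student's t-test 0.775. Which test gave the listed p-values was not found in the paper or the labels.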

Other observations

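No test in the paragraphs on gene lists was chosen after the result was seen, and the examples named from each list were.

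PADI4, the gene of PAD4, stood 0.21 higher on the log2 scale in the PAD2 knockdown (standard error 0.44, n = 4 and 4, adjusted p = 1.00), with 0.57 on slide 1 and -0.15 on slide 2, and its other probe read 1.01 (standard error 0.34, adjusted p = 0.877). The two-sided exact permutation p was 0.686 and 0.0857. PADI3 and PADI1 read 0.23 and 0.14. Proliferation genes read lower in 42 of 59 members, none called, with TTK at -0.54, E2F1 at -0.48 and MKI67, a marker of cycling cells, at -0.39 (standard error 0.24). Their median was -0.08 (-0.22 on slide 1 and 0.07 on slide 2), at an adjusted p of 0.00241, and the adjusted p was 0.550 with an estimated correlation. Genes of cholesterol and fatty acid synthesis read lower in 21 of 28, none called, with FASN, the fatty acid synthase, at -0.82 and DHCR24 at -0.63, and PCSK9 at 1.01. Their median was -0.11 (-0.09 within each slide), at an adjusted p of 0.00533, and the adjusted p was 0.235 with an estimated correlation.

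Luminal epithelial markers read lower in 17 of 26, none called, with the mucin gene MUC1 at -1.11 (standard error 0.31), TSPAN1 at -1.02 and KRT19 at 0.43. Their median was -0.06, at an adjusted p of 0.0436, which was 0.0573 with replicate number as a block, and the adjusted p was 0.526 with an estimated correlation. Basal markers read higher in 19 of 26, where 59.9% of all genes did, with the keratin genes KRT17 at 1.62 (standard error 0.84) and KRT14 at 0.63. Their median was 0.28 and their adjusted p 0.143, or 0.0221 with replicate number as a block, and 0.550 with an estimated correlation and no block. Transporters had an adjusted p of 0.353 as a list. At an adjusted p under 0.01 over the list alone 2 were higher, SLCO1B1 and SLCO1A2, and 1 lower, ABCC3 (-1.67, adjusted p = 0.0383 over all genes). SLCO1B1 was not well above background in any control, so the size of its fitted 3.14 is uncertain. Among heparin-binding growth factors (adjusted p = 0.205) PTN was the only one called, and AREG, a ligand of the EGF receptor, read 1.51 (standard error 0.38, adjusted p = 0.505). Gap and tight junction genes had an adjusted p of 0.457 toward higher, with a mean of 0.26 but a median of -0.04, and CLDN8 read 2.11.

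Lists that did not pass either had an adjusted p of 0.163 for mesenchymal markers, 0.167 for cytokine genes, 0.274 for p53 and stress response genes, 0.281 for apoptosis, 0.353 for estrogen response, 0.375 for hypoxia, 0.440 for receptor kinases, 0.666 for arginine methyltransferases, 0.888 for adherens junctions, and 0.468 for interferon response and for the genes of Figure 5B. The first principal component held 51.4% of the variance and parted the slides, with knockdown replicate 4 in between.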
